A study of Homo sapiens with 2 samples. Its data were reported in "Small Protein Hidden in lncRNA LOC90024 Promotes “Cancerous” RNA Splicing and Tumorigenesis" (2020).

How the data were processed

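Ribosome-bound RNA of SW480 and SW620 cells was collected by the authors after cycloheximide treatment and sedimentation through sucrose. Ribosomal RNA was depleted, and libraries were made with a directional kit. The submitters' processing notes name HISAT2, StringTie 1.3.1, Bowtie2 2.2.8, Cuffdiff 2.1.1 and the build GRCh37 (hg19), with no role or order. Which tool made the table, whether strand was used in counting and how reads shared between transcripts were divided are not given in the sources used here. The authors deposited 1 table of 1128 rows with read counts per RefSeq noncoding transcript for each line. The read counts are whole numbers and were taken to be uncorrected for library size or length. Per the file headers, 2 other columns hold the transcript length and the ratio of SW620 over SW480. The deposited ratio was checked and lay within 0.01 of SW620 reads divided by SW480 reads in all 1033 rows that give a number. It is missing in 95 rows.

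Groups were taken from the sample labels, 1 library per line. Of the 1128 rows, 10 have an accession without a version, and 5 of these repeat a transcript that is also listed with one, with other counts. The main analysis used the rows with a version, a choice made after seeing the data. Transcripts of the Y chromosome and XIST were left out (1 row). Names were matched to a RefSeq gene table of GRCh38.p14 through 1076 accessions, 20 symbols and 14 older names, and 18 rows were unmatched and kept the name of the table. That assembly differs from the build of the authors, so its coordinates are not given. Coordinates in the text come from sequence matches to GRCh38 or from GENCODE release 44 on GRCh38. Rows were summed by name, which gave 940 loci, 106 of them with several rows.

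The plan assumed FPKM values, whereas the table holds counts. The planned settings were kept and put in reads at 20 reads per FPKM, which is 1 kb of transcript in 20000000 fragments. The pseudocount of 0.1 FPKM became 2 reads, the filter of 0.5 FPKM a mean of 10 reads, and the filter for ranked loci of 1 FPKM a mean of 20 reads. SW620 reads were multiplied by 1.18, the ratio of the listed totals, which is the scale of counts per 1000000 listed reads (CPM). Log2 ratios are log2 of scaled SW620 reads plus 2 over SW480 reads plus 2, which understates differences of low counts. Folds were taken on scaled reads without a pseudocount. Single counts have exact Poisson intervals, ratios exact conditional (Clopper-Pearson) intervals and shares exact binomial intervals, all at 95%. Where a line has 0 reads, the fold is a bound against 3 reads in that library.

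No test was run, as there is 1 library per line. The loci named are LOC90024, the 5 most abundant in each line, the 10 largest differences in each direction with a mean of at least 20 reads, and list members that differ at least 2-fold or are the most abundant of their list. A median was given for lists with at least 3 members past the filter, with its percentile among 10000 random lists matched in 10 classes of mean expression. The alternatives were other pseudocounts (20 and 0.2 reads), filters (none, 20 and 2 reads), folds (1.5 and 4), TMM scaling, centring on the median and transcripts as separate entries. Alternatives added after seeing the data were the reads as deposited, a total without MALAT1, the entries without a version and loci at 0 left out or set to the floor. A comparison by chromosome was planned only for positions in the build of the table and was not run.

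An alternative counted as the same where it stayed within the counting interval of the main value, obtained for medians and correlations by redrawing the reads 2000 times as Poisson counts. This rule replaced a bootstrap over loci for medians and a Fisher interval for correlations after their results were seen, because those intervals treat loci as replicates and hid changes of sign. Counts of loci counted as the same within 1.5 times.

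The 2-fold limit was tried on simulated data for SW620 against SW480, with Poisson counts and no biological spread, on 906 loci. Simulated log2 ratios were centred on the median of the unchanged loci, which are not known in real data. The main counts were not centred in this way, so the simulation does not cover an error of scale. Of loci simulated 4-fold higher, 100% of 50 passed the 2-fold limit, and of those simulated 4-fold lower 93.9% of 49. Of 709 unchanged loci, 0.282% passed. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 for the TMM factors only.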

Results

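Ribosome-bound RNA was sequenced from 2 human colon cancer cell lines, SW480 and SW620. SW480 was grown out of a primary tumour and SW620 out of a metastasis of the same patient. The labels call SW480 low-metastatic and SW620 high-metastatic. Ribosome-bound RNA is RNA that was recovered together with ribosomes. A long noncoding RNA (lncRNA) in this fraction sedimented with them, which does not by itself show that it was bound to ribosomes or translated. The series held 2 libraries, 1 per cell line, and none of total RNA. The differences below can therefore lie in the amount of an RNA or in its recovery with ribosomes. With 1 library per line the differences below have no replicate check, no test was possible, and every value describes these libraries. Intervals are 95% intervals that cover counting error only. The deposited table gave reads for RefSeq noncoding transcripts, which were summed to 940 loci. These loci held 493971 reads in SW480 and 417868 reads in SW620. The median locus had 96 reads in SW480 and 102 reads in SW620. The sums are those of the listed loci and not the depths of the libraries. A count of 0 allows up to 3 reads, which is 6.07 CPM in SW480 and 7.18 CPM in SW620, where CPM are counts per 1000000 listed reads.

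The first question was how the locus that the study followed up, LOC90024, differed between the lines. LOC90024 is the placeholder name of gene ID 90024, which the table lists as FLJ20021 and RefSeq now calls PPP3CA-DT. FLJ20021 had 315 reads in SW480 (281 to 352) and 32 reads in SW620 (21.9 to 45.2). This was 638 CPM in SW480 and 76.6 CPM in SW620, an 8.33-fold lower level in SW620 (interval 5.78 to 12.4). The direction of this entry opposes that of the study, which described the locus as higher in SW620. The study also had PCR and antibody results, which are given below and were not examined here. By reads, which were not corrected for length, FLJ20021 ranked 202 of 940 loci in SW480 and 716 in SW620. Of the 913 loci with a mean of at least 10 reads, 63 had a lower log2 ratio of SW620 over SW480.

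The table lists the same FLJ20021 transcript again, under its accession without a version number. This second entry had 78 reads in SW480 (61.7 to 97.3) and 52 reads in SW620 (38.8 to 68.2). Its scaled ratio of SW620 over SW480 was 0.788 (0.544 to 1.13), an interval that includes 1, and without scaling it was 0.667 (0.460 to 0.959). The ratio of the first entry was 0.120 (0.0807 to 0.173). The authors' deposited table gives unscaled ratios of 0.1 and 0.67 for these entries. The RefSeq accession that the study quotes for LOC90024 belongs to another entry of the table, LINC00266-1, which RefSeq now calls SEPTIN14P20, a transcribed pseudogene. LINC00266-1 had 11 reads in SW480 (5.49 to 19.7) and 25 reads in SW620 (16.2 to 36.9). Its scaled ratio was 2.69 (1.28 to 6.05), and the authors' deposited table gives 2.27. LINC00266-1 was thus higher in SW620, the direction that the study described for LOC90024. Which entry that description rests on is not given in the sources used here. Reads of a pseudogene can come from related copies, so this value is uncertain.

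**Figure D1:**
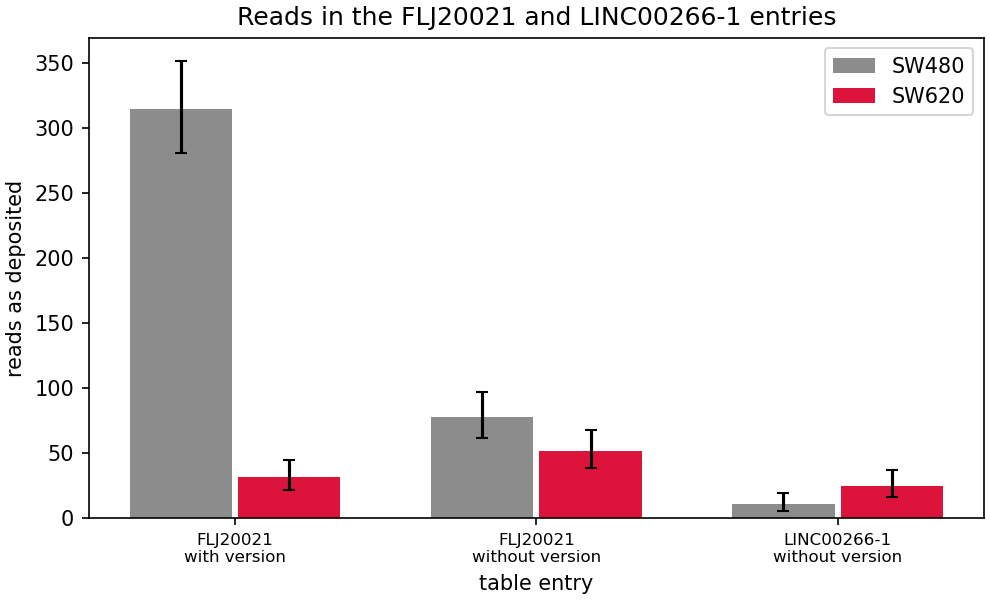
Bars give the deposited reads (vertical axis, starting at 0) of 3 table entries in SW480 (grey) and SW620 (red), and error bars are exact 95% Poisson intervals. Both FLJ20021 entries had fewer reads in SW620, 32 against 315 and 52 against 78, whereas LINC00266-1 had 25 against 11.

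Sequence matches were used to place the locus. In GENCODE release 44, FLJ20021 lies on chromosome 4 from 101347752 to 101349436 on the forward strand (GRCh38). It is annotated there with 3 noncoding transcripts. Each of the 3 transcripts holds a reading frame of 393 nucleotides that encodes 130 amino acids and begins with the peptide used to raise the study's antibody. It was the longest reading frame of each transcript. The frame lies within an exon at chromosome 4, 101348381 to 101348773. Both guide RNA sequences of the study matched GRCh38 at a single place each. The first lies at 101347799 to 101347818, inside an exon of all 3 transcripts and upstream of the frame. The second lies at 101347896 to 101347915, inside an exon of 2 of the 3. Both target the reverse strand and are followed there by TGG. Neither the guides nor the peptide matched a GENCODE transcript of another gene.

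The next question was how alike the profiles were and which lncRNAs held the most reads. MALAT1, a nuclear lncRNA, had the most reads of any locus in both lines, with 143863 in SW480 and 68023 in SW620. It held 29.1% of the listed reads in SW480 (exact binomial interval 29.0 to 29.3) and 16.3% in SW620 (16.2 to 16.4). The next loci in SW480 were the small nucleolar RNA (snoRNA) host SNHG16 with 30659 reads, the paraspeckle scaffold NEAT1 with 23981, the snoRNA host LRRC75A-AS1 with 21279 and the pseudogene SMG1P1 with 8290. SMG1P1 resembles the coding gene SMG1, so its count is uncertain. In SW620 LRRC75A-AS1 had 22471 reads, SNHG16 16393, SNHG5 7936 and the imprinted antisense lncRNA KCNQ1OT1 6413. These reads were not corrected for transcript length. The longest listed transcript has 91671 nucleotides for KCNQ1OT1, 22743 for NEAT1 and 507 for SNHG5. The order and the shares of reads are therefore not those of RNA molecules. The 10 highest loci held 51.7% of the listed reads in SW480 and 35.6% in SW620, and 6 loci were among the 10 highest in both. Across the 913 loci the log2 reads of the lines had a Pearson correlation of 0.48 and a Spearman correlation of 0.57. Loci are not independent replicates.

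**Figure D2:**
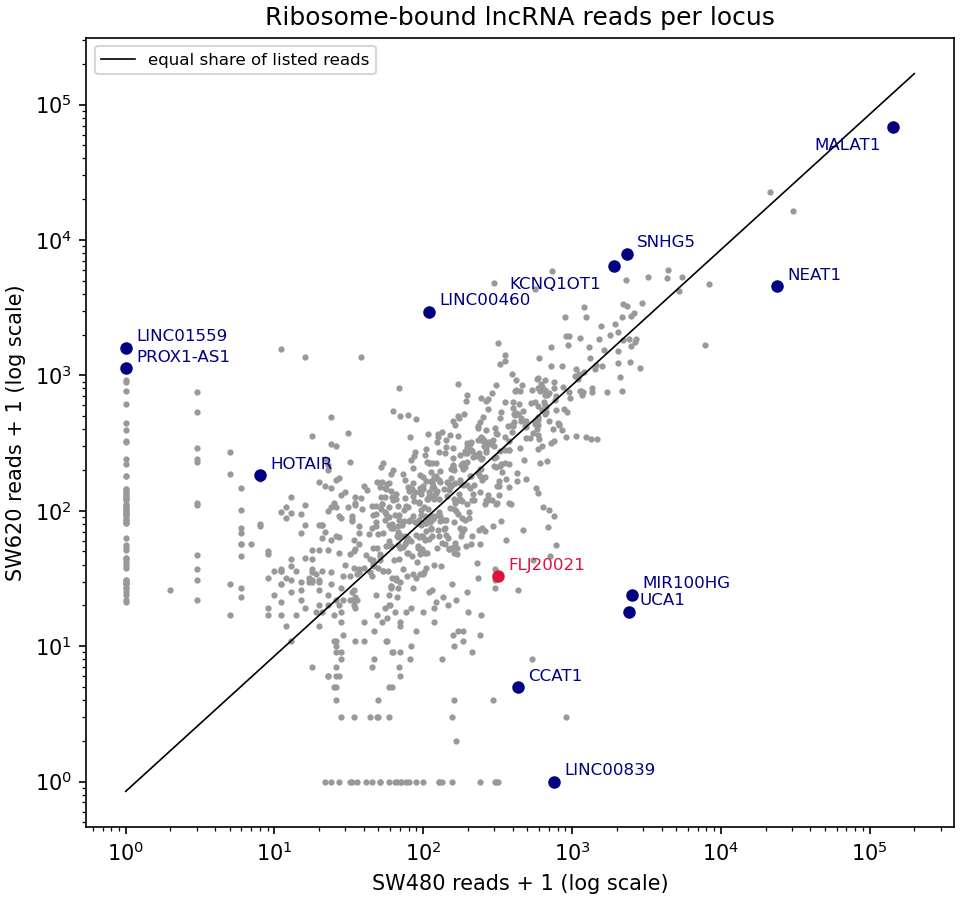
Each point is 1 of 913 loci with a mean of at least 10 reads, with SW480 reads plus 1 on the horizontal log axis and SW620 reads plus 1 on the vertical log axis. The line marks an equal share of the listed reads, and named loci are blue except FLJ20021, which is red and lies below the line at 315 and 32 reads.

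At least a 2-fold difference was seen for 467 of the 913 loci. On the scale of listed reads, 288 loci were higher in SW620, 179 were lower, and 446 lay within 2-fold. The median log2 ratio was 0.33, so the split depends on the scale. Relative to the median locus, 234 loci were higher and 229 were lower. With TMM scaling, 249 were higher and 217 lower. Of the loci that differed, 61.7% were higher in SW620 on the main scale, 50.5% relative to the median locus and 53.4% with TMM scaling, which lowered the median by 0.24. At a mean of at least 100 reads, 121 of 482 loci were higher and 74 were lower.

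Among the largest differences, 9 of the 10 loci most in favour of SW620 were listed at 0 reads in SW480. LINC01559 had 1600 reads in SW620 and was at least 630-fold higher against the floor of 3 reads. PROX1-AS1, antisense to the gene of the transcription factor PROX1, had 1136 reads (at least 448-fold), NNT-AS1 917 (at least 361-fold), LOC101927136 896 (at least 353-fold) and LINC00667 771 (at least 304-fold). LINC01819 had 614 reads (at least 242-fold), LINC00261 446 (at least 176-fold), LINC01605 397 (at least 156-fold) and LINC00355 325 (at least 128-fold). LINC00649 had 2 reads in SW480 and 758 in SW620, a ratio of 448 (124 to 3706). In the other direction, LINC00839 had 751 reads in SW480 and 0 in SW620 (at least 212-fold lower). CCNYL2 was at least 89.7-fold lower, ALOX12P2 at least 86.8-fold, CECR7 at least 85.2-fold, AACSP1 at least 68.0-fold, LINP1 at least 43.4-fold and TRHDE-AS1 at least 37.5-fold. GTF2H2B had 909 reads in SW480 and 2 in SW620. UCA1 had 2421 and 17 reads, and MIR100HG, the host of the miR-100 cluster, 2537 and 23. CCNYL2, ALOX12P2, AACSP1 and GTF2H2B are transcribed pseudogenes whose reads may be shared with related genes. The floor of 3 reads is the one-sided limit of a count of 0, and the exact 95% intervals start lower, at 512-fold for LINC01559 and 172-fold for LINC00839. An exact 0 can also arise where reads were assigned to another transcript.

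The lncRNAs were then grouped by lists fixed before the data were examined. The median log2 ratio of a list is given with its percentile among 10000 random lists of the same size, matched on mean expression, which describes these libraries and is no test. Values without loci at 0 leave out loci because of their difference, so part of any shift they show is built in. The lists overlap, with 23 of 76 loci in more than 1 list.

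Of the lncRNAs described as growth promoting in colorectal cancer, 20 of 30 were listed, 7 at least 2-fold higher in SW620 and 4 lower. Relative to the median locus these counts were 7 and 6. LINC00460 had 109 reads in SW480 and 2952 in SW620, a ratio of 32.0 (26.4 to 39.1). HOTAIR, from the HOXC cluster, had 7 and 182 reads, a ratio of 30.7 (14.6 to 77.5). LINC00511 was 13.5-fold higher and LUCAT1 8.56-fold higher. UCA1 was 120.5-fold lower (75.1 to 207) and CCAT1, with 433 and 4 reads, 91.6-fold lower (35.5 to 338). PVT1 was 3.70-fold lower and LINC01234 3.38-fold lower. The median log2 ratio of the list was 0.49, at the 76.8th percentile.

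The snoRNA hosts, whose introns carry small nucleolar RNAs, held the most reads of the lists after those that hold MALAT1. They held 17.9% of listed reads in SW480 and 20.7% in SW620. As deposited these were 88653 and 86300 reads, so the higher share in SW620 depends on the listed totals, which include MALAT1. Of 22 members, 7 were at least 2-fold higher in SW620 and 1 was lower, and relative to the median locus 4 were higher and 3 lower. SNHG5 was 4.03-fold higher (3.85 to 4.23), DANCR 2.59-fold higher and SNHG8 2.13-fold lower. The median of the list was 0.39, at the 63.9th percentile.

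Nuclear-retained lncRNAs held 35.7% of listed reads in SW480 and 20.9% in SW620. Binding of these RNAs to ribosomes was not tested, and their place in the fraction does not establish it. Of 10 members, 4 were at least 2-fold higher and 3 lower, and 4 were lower relative to the median locus. FIRRE, which is transcribed from the X chromosome, was 4.73-fold higher (4.20 to 5.32) and KCNQ1OT1 3.97-fold higher (3.77 to 4.18), whereas NEAT1 was 4.45-fold lower (4.31 to 4.59). The second FIRRE entry of the table, named LOC286467, had 184 and 144 reads, a scaled ratio of 0.925 (0.739 to 1.16) that includes 1. The median of the list was 0.37, at the 60.2nd percentile.

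Of 9 lncRNAs associated with mesenchymal state, 5 were at least 2-fold higher in SW620 and 1 was lower, with counts of 4 and 1 relative to the median locus. HAS2-AS1 had 0 and 118 reads (at least 46.5-fold) and LINC01116 0 and 55 (at least 21.7-fold), and MIR100HG was 93.3-fold lower (62.0 to 147). The median was 1.18, at the 93.5th percentile, 1.29 with loci at 0 set to the floor, 0.50 with these loci left out and 0.67 with a pseudocount of 20 reads. Of 8 HOX cluster lncRNAs, 4 were at least 2-fold higher and 2 lower, with counts of 3 and 2 relative to the median locus. HOXC13-AS had 0 and 110 reads and HOXD-AS2 40 and 0. Their median was 0.46, at the 57.0th percentile, and 1.19 with a mean of at least 20 reads.

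The next list holds lncRNAs chosen beforehand as growth restraining, a label that was not checked for each member. Of its 9 members, 4 were at least 2-fold higher and 1 lower, and relative to the median locus 4 were higher and 4 lower. LINC00261, PTPRG-AS1 and TP53TG1 were listed at 0 in SW480, with 446, 86 and 52 reads in SW620. The most abundant member, GAS5, had 5475 and 5290 reads, and its direction flips with the scaling. The median was 0.19, which is the value of GAS5 itself, at the 36.8th percentile. It turns negative under the other scalings, as GAS5 does, and, at -0.80, without loci at 0. Of 12 microRNA hosts, 3 were higher and 1 lower, and relative to the median locus 3 were higher and 4 lower. MIR17HG was 3.12-fold higher (2.92 to 3.33). The median was 0.061, at the 24.6th percentile, and also turns negative under the other scalings and with a pseudocount of 20 reads. Its counting interval of -0.271 to 0.208 includes both signs. Of 11 loci known to encode small proteins, 1 was higher, 2 were lower and 8 lay within 2-fold, and 3 were lower relative to the median locus. LINC-PINT was 5.08-fold lower (3.85 to 6.79). The median was -0.032, at the 24.9th percentile. Of 14 loci chosen beforehand as markers of immune or stromal cells, 1 was listed, TRAF3IP2-AS1, with 60 reads in SW480 and 185 in SW620. Whether TRAF3IP2-AS1 marks such cells was not tested, so its reads do not show that they were present.

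**Figure D3:**
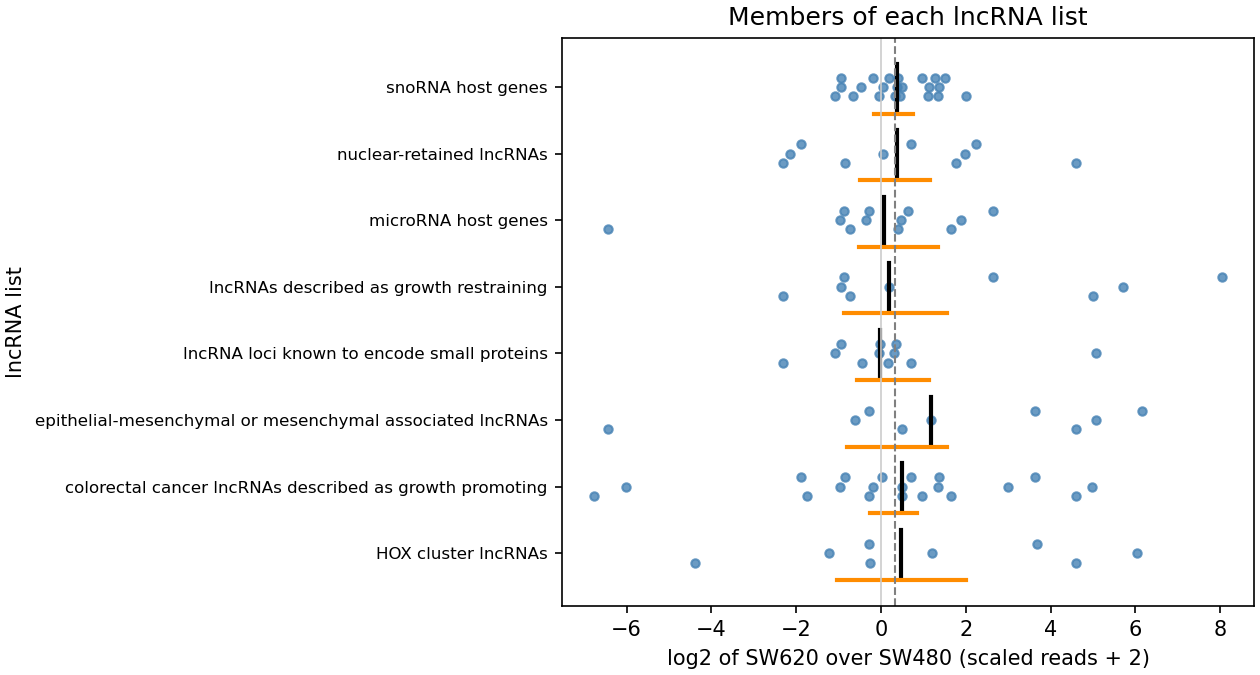
Blue points are list members with the log2 ratio of SW620 over SW480 on the horizontal axis and the list on the vertical axis. Black bars are list medians, orange lines the central 95% of medians of matched random lists, the grey line 0 and the dashed line the median of all loci at 0.33, and every black bar lies within its orange range.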

Values the study reported

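In its sequencing of ribosome-bound RNA, the study described LOC90024 as higher in SW620 than in SW480. By PCR it also reported higher LOC90024 RNA in highly metastatic sublines of colorectal and other cancers than in their parental lines. With its antibody it reported higher protein levels in such sublines, and it also stained SW480 and SW620 cells. In paired fresh tissues it reported more LOC90024 RNA and protein in tumours than in matched nontumoral tissue. Immunohistochemistry of a larger set of colorectal tissues gave higher protein scores in tumours. The predicted product of this locus was given as 130 amino acids long, from a frame of 393 nucleotides.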

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

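The tests of the FLJ20021 entries in this part were chosen after the result was seen. The counts of loci and the list medians above leave out 10 entries without an accession version, all with reads above the limit of a count of 0 in both lines. Those of FLJ20021 and LINC00266-1 are described above, and the other 8 are listed here because of these reads. For LOC286467 the ratio is also given above beside FIRRE. KTN1-AS1 had 27 reads in SW480 and 20 in SW620 in its second entry. LINC00263, a repeat of OLMALINC, had 193 and 243. LOC284581 had 18 and 13 in its second entry. LOC286467, a repeat of FIRRE, had 184 and 144. The other entries have no partner with a version. LINC00115 had 23 and 15 reads, LOC100126784 135 and 81, LOC728752 70 and 57, and ZNF205-AS1 69 and 46.

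The FLJ20021 entries name 1 transcript and give different ratios. Counting error alone is argued against, as a gap of 0.371 separates the upper bound of one scaled ratio from the lower bound of the other. A second count at another depth would multiply all reads of a library by 1 constant. Over the 5 repeated transcripts, the second count over the first in SW620 ranged 18.2-fold, from 0.102 (0.0854 to 0.121) for FIRRE to 1.86 (0.689 to 5.50) for LOC284581. What made the second set of counts stays open, and so does a difference between the lines, which 1 library each cannot test. Another annotation, library or counting rule was not tested.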

How the results depend on the processing

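No paired analysis was possible because there is 1 library per line and no test. The planned division by the listed total is the main scale here, and the planned comparison by chromosome was not run. The cause of the differences below was not tested, except where a setting changes the values by construction. Leaving out loci at 0 is such a setting, as it removes loci by their difference between the lines. The lower level of FLJ20021 in SW620 (log2 ratio -2.99) kept its direction under every alternative run. The scalings and pseudocounts are too small to turn 315 against 32 reads, so they are no check of direction. The log2 ratio was -0.33 with the entry without a version and -1.96 with both entries summed, both chosen after seeing the data. The scaled ratio of the entry without a version has an interval of 0.544 to 1.13, which includes 1. The counts of 288 and 179 loci stayed within 1.5 times, except for 149 and 97 at a 4-fold limit, which is stricter by construction. The median log2 ratio of all loci, 0.33, was 0.28 with a pseudocount of 20 reads, 0.097 with TMM scaling, 0.096 with reads as deposited, 0.097 without MALAT1 in the total, and 0.28 without loci at 0. TMM scaling, reads as deposited and the total without MALAT1 multiply SW620 reads by 1.00064, 1 and 1.00075. These are nearly the same scaling and not separate checks.

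List medians fell with the scaling as the median of all loci did, though not all of them moved beyond the counting interval. Centred on the median, with TMM scaling, with reads as deposited and without MALAT1 in the total, they were 0.13, 0.23, 0.23 and 0.23 for HOX cluster lncRNAs, 0.16, 0.25, 0.25 and 0.25 for growth-promoting lncRNAs, and -0.37, -0.27, -0.27 and -0.27 for loci encoding small proteins. They were 0.037, 0.13, 0.13 and 0.13 for nuclear-retained lncRNAs and 0.053, 0.15, 0.15 and 0.15 for snoRNA hosts. The growth-restraining list turned from 0.19 to -0.14, -0.049, -0.050 and -0.048, and to -0.80 without loci at 0. With all loci kept, its median is the value of GAS5, so the turns of this list and of GAS5 are the same result. MicroRNA hosts turned from 0.061 to -0.27, -0.17, -0.17 and -0.17, and to -0.0083 with a pseudocount of 20 reads. All of these but the centred value lay within the counting interval of -0.271 to 0.208. HOX cluster lncRNAs were at 1.19 with a mean of at least 20 reads, and mesenchymal lncRNAs, at 1.18, were at 0.50 without loci at 0 and 0.67 with a pseudocount of 20 reads. Under the scalings, in the order above, mesenchymal lncRNAs were at 0.85, 0.96, 0.95 and 0.96, within the counting interval of 0.497 to 2.12. Within the wider bootstrap over members that was used first, 0 of 88 list medians had moved.

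The Pearson correlation of 0.48 was 0.52 with no filter, 0.65 with a pseudocount of 20 reads, 0.43 with transcripts as separate entries and 0.66 without loci at 0. The Spearman correlation of 0.57 was 0.59, 0.52 and 0.66 with no filter, separate transcripts and loci at 0 left out. With separate transcripts the 10 highest held 46.7% in SW480 and 29.2% in SW620. Of 63 single loci recomputed under 6 alternatives, 2 turned. GAS5 went to -0.14 when centred, -0.049 with TMM scaling, -0.050 with reads as deposited and -0.048 without MALAT1, and LRRC75A-AS1 to -0.013 when centred. Listed reads limit low loci, where a count of 0 allows up to 3 reads.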

Other observations

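The tests on counting error at loci with 0 reads, on other listed transcripts, on MALAT1 and the name classes were chosen after the results were seen. The tests on unlisted transcripts and on neighbouring loci were set before their results were seen.

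Loci were grouped by name or RefSeq type into 6 classes, and no difference between classes was tested. The medians of LINC names and of names of intronic transcripts lay outside the central 95% of matched random lists, and those of the other classes lay inside. Of 125 loci with LINC names, 57 were at least 2-fold higher in SW620 and 28 lower, with a median log2 ratio of 0.78 at the 99.9th percentile of matched random lists. Of them, 26 were listed at 0 in SW480 and 3 in SW620. Without loci at 0, 31 of 96 were higher and 25 lower, and the median was 0.23 at the 41.9th percentile. Leaving out these loci removes mainly loci higher in SW620, so a lower median is built in and does not show what the difference rests on. Of 15 loci named as intronic transcripts of a host gene, 2 were higher and 10 lower, with a median of -1.27 at the 0.495th percentile. Without loci at 0, 1 of 12 was higher and 8 were lower, with a median of -1.26 at the 0.28th percentile. CRHR1-IT1 had 1244 reads in SW480 and 352 in SW620, N4BP2L2-IT2 466 and 71, and SND1-IT1 240 and 56, whereas RUNX1-IT1 had 0 and 80. RefSeq now calls CRHR1-IT1 LINC02210 and places EHMT1-IT1 under the coding gene EHMT1, so the class rests on older names. How reads of unspliced host gene RNA were counted is not given. Reads of the intronic class therefore cannot be assigned to its loci with certainty. Transcribed pseudogenes had a median of 0.27 at the 16.8th percentile, antisense names 0.22 at the 18.6th, the lncRNA type 0.37 at the 82.9th and LOC names 0.45 at the 90.8th. A percentile from 1 library per line is no test.

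Some abundant loci outside the naming rule, chosen after their values were seen, stood far from an equal share. VIM-AS1, antisense to the vimentin gene, had 10 reads in SW480 and 1576 in SW620, a ratio of 186 (101 to 389). LINC00673 had 733 and 5848 reads, a ratio of 9.43 (8.73 to 10.2). TALAM1, antisense to MALAT1, had 7829 and 1684 reads, which is 5.44% and 2.48% of the MALAT1 reads. The kit keeps strand, but no strand setting in counting is stated. The reads of TALAM1, VIM-AS1 and other antisense loci, such as PROX1-AS1 and HAS2-AS1 above, therefore cannot be assigned to them with certainty. Transcripts of 1 locus did not always go together. In 12 of 97 loci with several transcripts past the filter, 1 transcript was at least 2-fold higher and another at least 2-fold lower.

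Loci at 0 reads in one library and at 20 or more in the other numbered 89, with 61 at 0 in SW480 and 28 in SW620. Counting error alone is argued against, since equal rates in both libraries would give 2.21e-05 such loci from the read totals of the 913 loci with at least 20 reads in all, against the 89 seen (71.5 to 110). Reads given to another listed transcript could apply to rows of loci with several rows. Of 34 such rows at 0, 85.3% had 20 or more reads in that library in the other rows of the locus. This was so for 88.1% of 429 rows not at 0, a difference of -2.82 percentage points (-15.1 to 9.47), so this stays open. Transcripts that the table does not list could have taken the reads, but single-row loci at 0 had several RefSeq transcripts about as often as others, with a difference of -0.63 percentage points (-10.5 to 9.20), which is too wide to decide. A difference between the lines was not tested.

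The higher median in SW620 may come from MALAT1, which takes a larger share of the reads in SW480. Without MALAT1 in the totals, the median log2 ratio was 0.097 in place of 0.33. The totals without it were 350108 and 349845 reads. What remains of the median was not tested further.

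One hypothesis was that neighbouring loci share a regional difference, as a change in copy number would give. The Spearman correlation of log2 ratios over 374 pairs of adjacent loci at most 1000 kb apart was 0.086 (bootstrap interval -0.011 to 0.19), at the 94.5th percentile of 2000 shuffled orders. This did not pass the limit set in advance and does not exclude it either.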
